# Age-related increase in the expression of 11β-hydroxysteroid dehydrogenase type 1 in the hippocampus of male rhesus macaques

**DOI:** 10.3389/fnagi.2024.1328543

**Published:** 2024-03-15

**Authors:** Alejandro Lomniczi, Selva L. Luna, Rita Cervera-Juanes, Maria-Luisa Appleman, Steven G. Kohama, Henryk F. Urbanski

**Keywords:** cortisol, cortisone, *HSD11B1*, *NR3C1*, *NR3C2*, RNA-Seq

## Abstract

**Introduction:**

The hippocampus is especially susceptible to age-associated neuronal pathologies, and there is concern that the age-associated rise in cortisol secretion from the adrenal gland may contribute to their etiology. Furthermore, because 11β-hydroxysteroid dehydrogenase type 1 (HSD11B1) catalyzes the reduction of cortisone to the active hormone cortisol, it is plausible that an increase in the expression of this enzyme enhances the deleterious impact of cortisol in the hippocampus and contributes to the neuronal pathologies that underlie cognitive decline in the elderly.

**Methods:**

Rhesus macaques were used as a translational animal model of human aging, to examine age-related changes in gene and protein expressions of (*HSD11B1*/HSD11B1) in the hippocampus, a region of the brain that plays a crucial role in learning and memory.

**Results:**

Older animals showed significantly (*p* < 0.01) higher base-line cortisol levels in the circulation. In addition, they showed significantly (*p* < 0.05) higher hippocampal expression of *HSD11B1* but not *NR3C1* and *NR3C2* (i.e., two receptor-encoding genes through which cortisol exerts its physiological actions). A similar age-related significant (*p* < 0.05) increase in the expression of the HSD11B1 was revealed at the protein level by western blot analysis.

**Discussion:**

The data suggest that an age-related increase in the expression of hippocampal *HSD11B1* is likely to raise cortisol concentrations in this cognitive brain area, and thereby contribute to the etiology of neuropathologies that ultimately lead to neuronal loss and dementia. Targeting this enzyme pharmacologically may help to reduce the negative impact of elevated cortisol concentrations within glucocorticoid-sensitive brain areas and thereby afford neuronal protection.

## 1 Introduction

The hippocampus (HC) is particularly vulnerable to several age-related neuro-pathologies, including Alzheimer’s disease (AD) and limbic-predominant age-related TDP-43 encephalopathy (LATE) (Stonebarger et al., 2021; Nilaver and Urbanski, 2023). Although the root causes of these pathologies are unclear, there is evidence that glucocorticoids, such as cortisol, may potentiate neurotoxicity in this brain area and thereby contribute to their etiology (Lupien et al., 1998; Hibberd et al., 2000; McEwen, 2002; Herbert et al., 2006). Possible ways in which this potentiation could be achieved include an increase in circulating cortisol levels, derived from the adrenal gland, and/or an increase in the densities of neuronal glucocorticoid receptors (GRs) and mineralocorticoid receptors (MRs). However, an additional possibility involves increased local synthesis or reduced clearance of active glucocorticoids from the brain, stemming from an age-related increase in the expression of 11 beta-hydroxysteroid dehydrogenase type 1, which is encoded by HSD11B1 (Chapman et al., 2013). This enzyme is responsible for the conversion of cortisone, a less neurotoxic steroid, to cortisol. Therefore, an increase in the expression of *HSD11B1* would potentiate the negative effects of chronically elevated cortisol concentrations in brain areas where it is expressed and where cortisol is known to act (Seckl et al., 2002; Holmes et al., 2003; Seckl, 2004; Holmes and Seckl, 2006). In support of this idea are several rodent studies showing that HSD11B1 can affect cortisol levels in the hippocampus and in turn impair cognitive function (Yau et al., 2006; MacLullich et al., 2012). On the other hand, very few studies have been performed in nonhuman primates to show if similar mechanisms are likely to operate in humans and contribute to age-associated brain pathologies in the elderly.

Like humans, rhesus macaques are long-lived primates and show similar brain organization and development. Furthermore, the brains of old rhesus macaques, like elderly humans, progressively show many of the same pathological hallmarks of Alzheimer’s disease, including Aβ plaques and phosphorylated Tau protein (Uno, 1993; Paspalas et al., 2018; Stonebarger et al., 2021; Appleman et al., 2024). Importantly, however, rhesus macaques can be maintained under tightly controlled environmental conditions, and with a minimal post-mortem interval for tissue collection. Consequently, they represent a valuable translational animal model for gaining insights into mechanisms that underlie human aging (Messaoudi et al., 2011; Stonebarger et al., 2021).

In support of a causal link between hippocampal *HSD11B1* and cognition, we previously showed that hippocampal expression of this gene was significantly greater in old female rhesus macaques that performed significantly worse on a delayed matching-to-sample memory task (Sorwell et al., 2017) that involves the hippocampus (Bachevalier et al., 1991; Buccafusco et al., 2002; Aizawa et al., 2009). We, therefore, hypothesized that the expression of *HSD11B1* should be significantly higher in older animals, both at the mRNA and at the protein level. To test this, we used RNA-seq to compare hippocampal expression of *HSD11B1* as well as cortisol-sensitive receptors *NR3C1* and *NR3C2,* in young and old male rhesus macaques. We also used western blot analysis to examine HSD11B1 protein expression in the same animals. The data suggest that an age-related increase in the expression of *HSD11B1* in vulnerable brain areas may predispose them to the neurotoxic influence of high cortisol levels.

## 2 Materials and methods

### 2.1 Animals

Postmortem brain tissue was collected from 6 young adult (8–15 years) and 5 old (23–28 years) male rhesus macaques (*Macaca mulatta*) that had previously been used in an Institutional Animal Care and Use Committee approved study (Urbanski, 2017). The animals had been cared for at the Oregon National Primate Research Center (ONPRC) in accordance with the National Research Council’s Guide for the Care and Use of Laboratory Animals. They were housed indoors in a temperature-controlled environment (24°C) under a 12L:12D photoperiod (lights on from 07:00 to 19:00 h). Daily meals at ~08:00 h and ~ 15:00 h (LabDiet High Protein Monkey Chow, St. Louis, MO, United States) were supplemented with fresh fruits or vegetables; fresh drinking water was available *ad libitum*.

### 2.2 Collection of serum

Prior to necropsy, serial blood samples were collected hourly from 4 of the young and 4 of the old males, for 25 h, using a remote unobtrusive blood sampling system (Urbanski, 2011; Urbanski et al., 2014). The serum was assayed for cortisol using a chemiluminescence-based automatic clinical platform (Roche Cobas e411, Roche Diagnostics, Indianapolis, IN, United States), and the *maximum* and *minimum* values were calculated as the average of 5 consecutive peak concentrations and 5 consecutive nadir concentrations, respectively.

### 2.3 Collection of brain tissue

A detailed necropsy protocol previously used in our laboratory was used to systematically collect brain tissues from all the animals (Cervera-Juanes et al., 2022); other body tissues were made available to other investigators for unrelated postmortem studies. The animals were sedated with ketamine (10 mg/kg), and administered pentobarbital, followed by exsanguination, as recommended by the 2013 Edition of the American Veterinary Medical Association Guidelines for the Euthanasia of Animals. The brains were flushed with 0.9% saline and the right hemisphere was dissected to isolate the different brain regions, including the hippocampus, which was approached medially; the mid-body hippocampal subregion was subsequently used in this study. All tissues were wrapped in aluminum foil and immediately frozen in liquid nitrogen, and then archived at −80°C.

### 2.4 Tissue preparation for extraction

100–200 mg of hippocampal tissue was pulverized, using a tissue pulverizer (Thomas Scientific, Swedesboro, NJ, United States), and mixed. To maintain molecular integrity, while reducing degradation, the samples were maintained on dry-ice throughout the procedure. They were then stored in microcentrifuge tubes at −80°C.

### 2.5 RNA-seq

#### 2.5.1 DNA/RNA isolation

Genomic DNA and RNA were extracted from the powdered hippocampal samples using the All-Prep DNA/RNA/miRNA Universal kit (Qiagen Sciences Inc., Germantown, MD, United States) following the manufacturer’s recommendations. Briefly, each brain region was pulverized and ~30 mg of tissue was used for DNA/RNA isolation. For stranded RNA-seq, cDNA libraries were prepared with the TruSeq stranded mRNA library prep Kit (cat# RS-122-2101, Illumina, San Diego, CA, United States). The resulting libraries were sequenced on a HiSeq 4000 (Genomics & Cell Characterization Core Facility, University of Oregon) using a paired-end run (2 × 150 bases). A minimum of 100 M reads was generated from each library.

Differential expression analysis: After verification of quality control of the sequences with FastQC (v. 0.1.1.2) (Andrews, 2010), sequences were aligned to the macaque Mmul_10 (INSDCA Assembly GCA_003339765.3) genome through the STAR alignment package (v. 2.7.3a) (Dobin et al., 2013). Read counts were obtained with STAR and based on the Ensembl.Mmul_10.100 genome annotation. edgeR (v. 3.28.0) (Robinson et al., 2010) from the Bioconductor package (Bioconductor, Cambridge, United Kingdom) were used for upper quartile normalization using the genes with a minimum of 0.3 CPM across samples. These thresholds translate into roughly 10 reads per minimum library size (10/minimum library size in millions) (Chen et al., 2016). 

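The deposited table lists 16350 genes in hippocampal samples from 28 male rhesus macaques. In each animal every deposited value was a whole number of reads multiplied by a factor of that animal (100% of the values), so the number of reads counted on each gene was recovered. The smallest library held 31985094 reads on the listed genes, and 10 reads in that library correspond to 0.313 CPM (counts per M reads on the listed genes). At least 0.3 CPM was reached in every animal by 14308 genes. The other 2042 genes were lower in at least 1 animal, and 19 of the listed genes had a mean under 0.3 CPM over all animals. The normalized values of every animal summed to 75123723, which is the mean of the 28 library totals, and the values were therefore proportional to CPM. The 75th percentile of the non-zero values, which upper quartile normalization makes equal between libraries, ranged from 3045 in animal 45 to 4242 in animal 26, a 1.39-fold range.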

Differential expression between the young and old groups was determined using edgeR’s Fisher’s exact test function, with the option of “tagwise” dispersion. 

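The exact test with tagwise dispersion was repeated with edgeR on the reads recovered from the deposited values, with upper quartile normalization and genes with a mean of at least 0.3 CPM. Between the 6 young and 5 old animals plotted in Figure 1, 476 of 16198 genes had an unadjusted p-value under 0.05, 240 of them higher and 236 lower in the old animals. With Benjamini-Hochberg adjustment, 3 genes remained under 0.05. Between all 10 young animals (8–15 years) and all 11 old animals (23–28 years) in the table, the same test gave 875 of 16312 genes with an unadjusted p-value under 0.05 (360 higher and 515 lower in the old animals) and 10 with an adjusted p-value under 0.05. Of these 11 old animals, 6 belong to other groups of the authors and may have been treated differently. A threshold of 0.05 on unadjusted p-values nominally passes 816 of 16312 genes by chance alone. Over 100 regroupings of the same 21 animals, the real one included, the exact test gave a median of 526.5 genes and at most 4192. With limma on log2(deposited value + 0.5), 321 genes passed the unadjusted threshold in the animals of Figure 1 (140 higher and 181 lower) and 0 passed after adjustment. In the 10 young and 11 old animals, limma gave 632 genes (333 higher and 299 lower) and 1 gene after adjustment. Among the alternatives that kept these 21 animals and all of their genes, this count moved most when each library was weighted by its quality, to 1150 genes (584 higher and 566 lower), still with 1 gene after adjustment. Rescaling the values to equal upper quartiles gave 297 higher and 404 lower.

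Among genes with a symbol, in limma's comparison of the 10 young and 11 old animals, the smallest p-value belonged to MYH4 (ENSMMUG00000009771), a myosin heavy chain gene with a log2 change of −1.61 in the old animals, a standard error of 0.26 and an adjusted p-value of 0.0420. Its reads could be split with other genes of the myosin family. The gene with the smallest p-value among those higher in the old animals was MLPH (ENSMMUG00000012089), with a log2 change of 1.93, a standard error of 0.34 and an adjusted p-value of 0.0532. It had 2.72 ± 2.12 CPM (SD, n = 10) in the young and 9.41 ± 4.84 CPM (SD, n = 11) in the old animals. The next 4 genes higher in the old animals were CHI3L1, TREM1, AKR1B10 and CHIT1, and the next 4 lower ones were STAC, PTH2R, SSTR2 and NKAIN1. Their adjusted p-values in limma lay between 0.572 and 0.967. CHI3L1 and CHIT1 belong to the same gene family, and their reads could be split as well.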

The threshold for significance was unadjusted *p* = 0.05.

### 2.6 Western blot

#### 2.6.1 Tissue protein extraction

Approximately 50 mg of powdered hippocampal tissue was homogenized in 1 mL of ice-cold RIPA buffer (Thermo Fisher Scientific, Rockford, IL, United States) using a glass Dounce homogenizer. Buffers contained HALT Protease Inhibitor Cocktail and HALT Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific). After a 10 min centrifugation at 16000 g, the supernatant was immediately flash frozen and stored at −80°C. Protein concentration was determined using the Micro BCA protein Assay Kit (Thermo Fisher Scientific), following the manufacturer’s instructions.

#### 2.6.2 Protein analysis

Protein lysates (100 μg) were subjected to non-reducing SDS-PAGE on 4–12% Bis-Tris polyacrylamide gels (Thermo Fisher Scientific), electro-transferred on polyvinylidene difluoride (PVDF) membranes (Thermo Fisher Scientific), blocked for 1 h at room temperature with a solution of 5% non-fat dry milk in Tris-Buffered Saline with Tween 20 (TBST) and probed overnight at 4°C in the presence of a rabbit polyclonal antibody directed against human HSD11B1 (Abcam AB39364) diluted 1:1000 in TBST, or GAPDH (Abcam, AB8245) at 1:10,000, a housekeeping protein, as a loading control. Molecular weights were estimated by running 7 μL of Seeblue Plus2 pre-stained protein ladder (LC5925, Thermo Fisher Scientific). For protein detection, we incubated the membranes in horseradish peroxidase-conjugated anti-rabbit secondary antibodies (Thermo Fisher Scientific) diluted 1:50,000 in TBST for 1 h at room temperature and West Dura chemiluminescence (Thermo Fisher Scientific). Chemiluminescence signal was detected and digitalized using a FluorChem System (Bio-Techne, Minneapolis, MN, United States).

#### 2.6.3 De-glycosylation of protein extracts

To test whether the different molecular weights of HSD11B1 are due to glycosylation, we performed a de-glycosylation experiment using the glycoprotein de-glycosylation kit from MilliporeSigma (Burlington, MA, United States, catalog #362280). Briefly, 200 μg protein extracts were incubated with reaction buffer and 1 μL each of N-Glycosidase F, α2-3,6,8,9-Neuraminidase, Endo-α-N-acetylgalactosaminidase, β1,4-galactosidase and 1 μL β-N-Acetylglucosaminidase and incubated for 3 h at 37°C. Protein detection was performed by western blot as described above.

### 2.7 Statistics

Group means were compared using unpaired Student’s *t*-test, with *p* < 0.05 being considered statistically significant. The relationship between *HSD11B1* mRNA and HSD11B1 protein concentrations was analyzed by Pearson’s correlation coefficient.

## 3 Results

In the present study we used a male rhesus macaque model to study the effect of normative aging on cortisol pathway dynamics, and focused on two cohorts of animals: A *young* group composed of 6 young adult (8–15 years) and an *old* group with 5 old (23–28 years) male rhesus macaques. 

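The RNA-seq table that accompanies the study holds 1 hippocampal library from each of 28 male rhesus macaques. By the ages given with the libraries, 10 animals are young (8.06 to 14.72 years), 11 are old (23.93 to 27.76 years), and 7 lie between the age ranges of the 2 cohorts (17.36 to 22.81 years). The paper's text does not name which of them form its cohorts, and it gives no reason for leaving out the others. They were found from the points plotted in Figure 1, whose heights in the 3 panels were measured on the picture and compared with the 3 genes' values in every choice of 6 or 5 of the 28 animals. For the young group, 1 of 376740 choices matched all 18 points within 0.0131 on the log2 scale (animals 1, 2, 4, 5, 7 and 10), and the next best choice left a gap of 0.134. For the old group, 1 of 98280 choices matched all 15 points within 0.00746 (animals 11, 12, 13, 16 and 17), and the next best left a gap of 0.151. The 6 young animals were 11.2 ± 2.56 years old (SD) and the 5 old animals 25.7 ± 1.60 years (SD). Among the 15 ways to draw 4 of these 6 young animals, 1 has the mean and SEM of age that Table 1 gives, and the same holds for 1 of the 5 ways to draw 4 of the old animals. Animals 3, 6, 8 and 45 of the young age range and animals 20, 22, 23, 25, 26 and 28 of the old age range are not in Figure 1. The table also holds means computed by the authors, and 1 of them, named OC, averages 8 animals: the 5 old animals of Figure 1 and 3 animals of 19.96, 20.07 and 22.81 years. The other 6 animals of the old age range were averaged by the authors in 2 other groups, named OTDHEA and ONTC, whose abbreviations the paper's text does not explain.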

To understand circulating cortisol dynamics, we collected hourly blood samples from 4 young and 4 old males for 25 h using a remote blood sampling system. While there was no statistically significant difference in average maximum cortisol levels, there was a significant (*p* < 0.01) increase in the average minimum circulating cortisol levels in the old group (Table 1). These results confirm that aging in rhesus macaques is associated with a dysregulation of the circadian control of cortisol, inducing an overall chronic increase of total cortisol exposure, which ultimately may prove to be neurotoxic in some brain areas.

**Table 1:** Serum concentration dynamics of cortisol in young and old male rhesus macaques.

Age group	Age (years)	Maximum (ng/mL)	Minimum (ng/mL)
Young (*n* = 4)	11.6 ± 1.2	206.1 ± 16.3	46.8 ± 6.0
Old (*n* = 4)	26.1 ± 0.8^***^	230.1 ± 19.2	77.4 ± 4.5^**^

Maximum = peak cortisol concentration, occurring during the early morning (mean ± SEM). Minimum = nadir cortisol concentration, occurring during the late evening (mean ± SEM). ^**^p < 0.01 and ^***^p < 0.001 (Student’s *t*-test).

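Hippocampal gene expression was measured by stranded paired-end RNA-seq of polyadenylated RNA, with 1 library per animal. The authors aligned the reads to the macaque genome Mmul_10, counted them per gene and deposited normalized counts. The libraries of the 10 young animals held 32.0 to 122.8 M reads on the listed genes (median 70.6 M), and those of the 11 old animals 48.1 to 168.6 M (median 64.7 M). The median was 77.0 M in the 6 young animals and 59.1 M in the 5 old animals of Figure 1. The paper states that at least 100 M reads were generated from each library, and the values used here rest on the reads counted on genes. At these depths 3 reads correspond to between 0.0178 and 0.0938 CPM, which covers counting error only.

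Each gene is reported here in CPM of the reads on the listed genes. Differences between old and young animals were taken on the scale of log2(deposited value + 0.5), where 0.5 equals 0.00666 CPM, so that a log2 difference slightly understates the change of a gene with few reads. They were tested by permuting the animals between the groups, two-sided, over all 462 assignments for the 6 young and 5 old animals of Figure 1 and with 100000 resamples for the 10 young and 11 old animals. Benjamini-Hochberg adjustment covered 4 genes, the 2 receptors of cortisol, HSD11B1 and H6PD, whose product supplies the cofactor of HSD11B1. No sequencing batch is given with the libraries, so no comparison could be made within batches. The closest pair of libraries differed by far more than sampling noise (chi-square of 111 per degree of freedom), and each library was counted as 1 animal.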

Next, we studied gene expression in hippocampal samples to determine if the tissue cortisol pathway is affected during aging. While the mRNA expression of 11β-hydroxysteroid dehydrogenase type 2 (*HSD11B2*), the enzyme that catalyzes the conversion of cortisol into cortisone, was not detectable; the expression of 11β-hydroxysteroid dehydrogenase type 1 (*HSD11B1*) was, and moreover, it was significantly (*p* < 0.05) enhanced in the old animals (Figure 1A). 

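HSD11B1 (ENSMMUG00000059587) lies on chromosome 1 of Mmul_10 from 67209536 to 67239875 on the plus strand, and the RefSeq annotation of this build gives it 3 transcripts of 5 or 6 exons. The gene C1H1orf74, from 67152115 to 67290718, spans it on the opposite strand and had a mean of 2.38 CPM. The libraries were stranded, but the paper's text does not say whether reads were counted by strand. HSD11B2, on chromosome 20 from 54618285 to 54625028, is not analysed here.

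In the animals of Figure 1, HSD11B1 expression was 5.71 ± 2.07 CPM (SD, n = 6) in the young and 10.0 ± 2.34 CPM (SD, n = 5) in the old animals. The log2 difference was 0.86 with a standard error of 0.27 (exact permutation test, p = 0.0195, and 0.0779 after adjustment over the 4 genes). In 4 of the 5 old animals expression was above that of every young animal. Leaving out each animal in turn kept the log2 difference between 0.71 and 0.98, with exact permutation p-values between 0.0159 and 0.0381. In edgeR's exact test on the recovered reads of these animals, HSD11B1 had a log2 fold change of 0.78, an unadjusted p-value of 0.0134 and an adjusted p-value of 1.00, and it ranked 171 of 16198 genes by p-value.

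The young animals that are not in Figure 1 had 8.15 CPM (animal 3), 6.59 CPM (animal 6), 8.13 CPM (animal 8) and 8.55 CPM (animal 45). The old animals that are not in Figure 1 had 6.63 CPM (animal 20), 9.59 CPM (animal 22), 12.2 CPM (animal 23), 7.76 CPM (animal 25), 15.1 CPM (animal 26) and 5.75 CPM (animal 28). These 6 old animals are in the authors' OTDHEA and ONTC means and may have been treated differently. Pooling them cannot separate age from such a treatment. With the animals outside Figure 1, expression was 6.57 ± 1.96 CPM (SD, n = 10) in the young and 9.73 ± 2.94 CPM (SD, n = 11) in the old animals. The log2 difference was 0.58 with a standard error of 0.21 (permutation test, p = 0.0100, and 0.0401 after adjustment over the 4 genes), and 7 of the 11 old animals were above every young animal. After scaling by the median of ratios or to equal upper quartiles, 3 of the 11 old animals were above every young animal, with adjusted p-values of 0.0544 and 0.0646 (permutation test), and a rank-sum statistic gave an adjusted p-value of 0.0776. Against the 10 young animals, the 8 animals of the authors' OC mean showed the smallest difference among the alternatives, 0.47 on the log2 scale with a standard error of 0.37 (exact permutation test, p = 0.199). From the higher expression of HSD11B1 in the old animals, the paper reasons in the legend of Figure 1 that more cortisone is converted to cortisol.

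**Figure D1:**
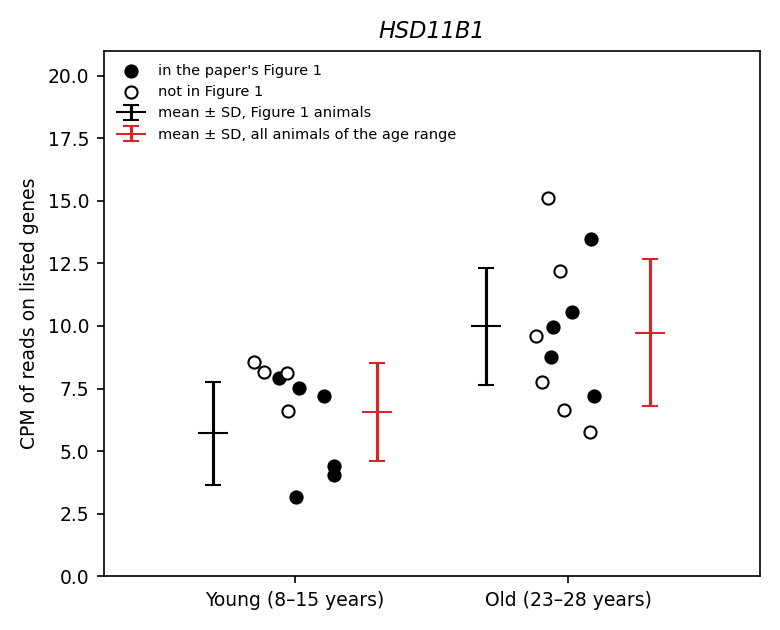
HSD11B1 expression in CPM of reads on the listed genes (vertical axis, from 0) in each young and old animal (horizontal axis). Filled circles are the 6 young and 5 old animals of the paper's Figure 1, open circles the other 4 young and 6 old animals, and horizontal marks with bars the mean ± SD of the Figure 1 animals (black) and of all animals of the age range (red). The old animals range from 5.75 to 15.1 CPM and the young from 3.16 to 8.55 CPM.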

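The glucocorticoid receptor gene NR3C1 (ENSMMUG00000000421) lies on chromosome 6 of Mmul_10 from 140690312 to 141146718 on the minus strand, and the mineralocorticoid receptor gene NR3C2 (ENSMMUG00000014955) on chromosome 5 from 145686067 to 146051260 on the minus strand. In the animals of Figure 1, NR3C1 expression was 52.8 ± 21.1 CPM (SD, n = 6) in the young and 54.1 ± 10.6 CPM (SD, n = 5) in the old animals, a log2 difference of 0.12 with a standard error of 0.28 (exact permutation test, p = 0.699). NR3C2 expression was 79.9 ± 21.6 CPM (SD, n = 6) in the young and 89.02 ± 17.2 CPM (SD, n = 5) in the old animals, a log2 difference of 0.18 with a standard error of 0.22 (exact permutation test, p = 0.474). Both differences were smaller than the spread between animals.

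Among the animals that are not in Figure 1, NR3C1 expression in the young was 76.5 CPM (animal 3), 47.8 CPM (animal 6), 32.0 CPM (animal 8) and 40.5 CPM (animal 45). In the old it was 48.5 CPM (animal 20), 66.9 CPM (animal 22), 25.6 CPM (animal 23), 53.3 CPM (animal 25), 105.9 CPM (animal 26) and 18.3 CPM (animal 28). NR3C2 expression in the same young animals was 134.9 CPM (animal 3), 50.7 CPM (animal 6), 66.3 CPM (animal 8) and 28.4 CPM (animal 45). In the same old animals it was 54.9 CPM (animal 20), 76.4 CPM (animal 22), 57.8 CPM (animal 23), 54.6 CPM (animal 25), 110.1 CPM (animal 26) and 29.7 CPM (animal 28). These old animals are in the authors' OTDHEA and ONTC means and may have been treated differently. With the animals outside Figure 1, NR3C1 had 51.4 ± 19.4 CPM (SD, n = 10) in the young and 53.6 ± 23.3 CPM (SD, n = 11) in the old, a log2 difference of 0.02 with a standard error of 0.27 (permutation test, p = 0.948). NR3C2 had 76.0 ± 31.4 CPM (SD, n = 10) in the young and 75.3 ± 25.6 CPM (SD, n = 11) in the old, a log2 difference of 0.02 with a standard error of 0.27 (permutation test, p = 0.933). The sign and size of these differences depended on the animals and the scaling. With the 8 animals of the authors' OC mean as the old group, the log2 difference was 0.12 for NR3C1 (exact permutation test, p = 0.570) and 0.36 for NR3C2 (exact permutation test, p = 0.180). After rescaling to equal upper quartiles the differences between all 10 young and 11 old animals were −0.01 for NR3C1 (p = 0.980, permutation test) and −0.002 for NR3C2 (p = 0.993, permutation test). The 95% confidence interval of the log2 difference over the 10 young and 11 old animals reached from −0.55 to 0.58 for NR3C1 and from −0.54 to 0.58 for NR3C2, so changes within these limits are not excluded by these animals.

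**Figure D2:**
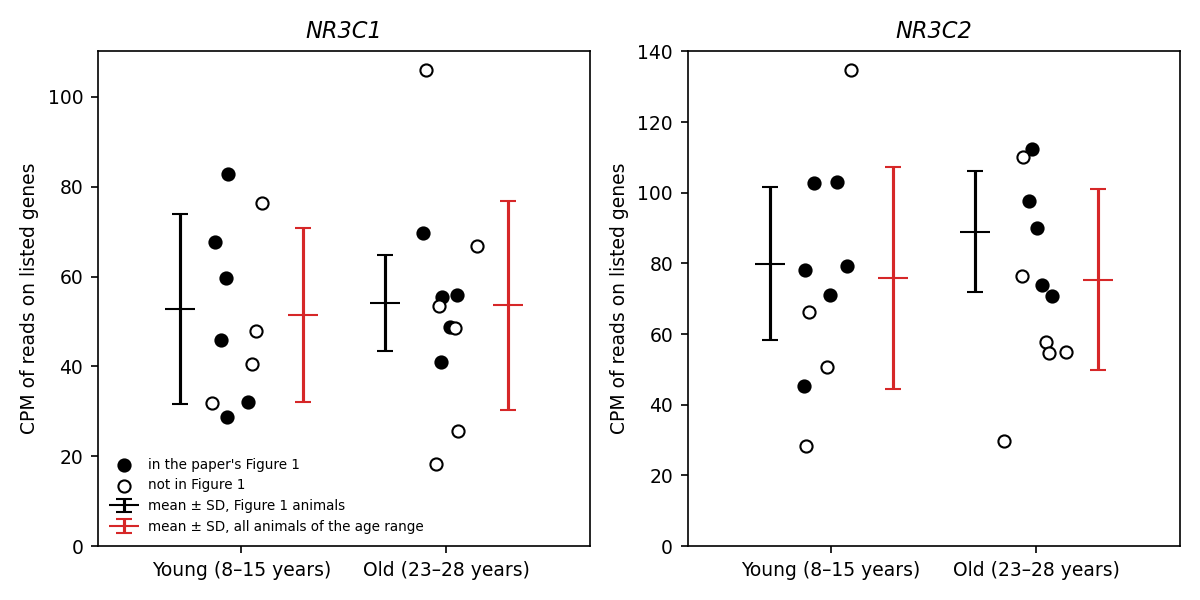
NR3C1 (left) and NR3C2 (right) expression in CPM of reads on the listed genes (vertical axes, from 0) in each young and old animal (horizontal axes). Filled circles are the animals of the paper's Figure 1, open circles the others, and horizontal marks with bars the mean ± SD of the Figure 1 animals (black) and of all animals of the age range (red). Young and old animals overlap over most of their range for both genes.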

No age-related changes in hippocampal expression of two cortisol receptors (*NR3C1* and *NR3C2*) was detected (Figures 1B,C), suggesting that the neurons in this brain area retain their sensitivity to cortisol, even in old age.

**Figure 1:**
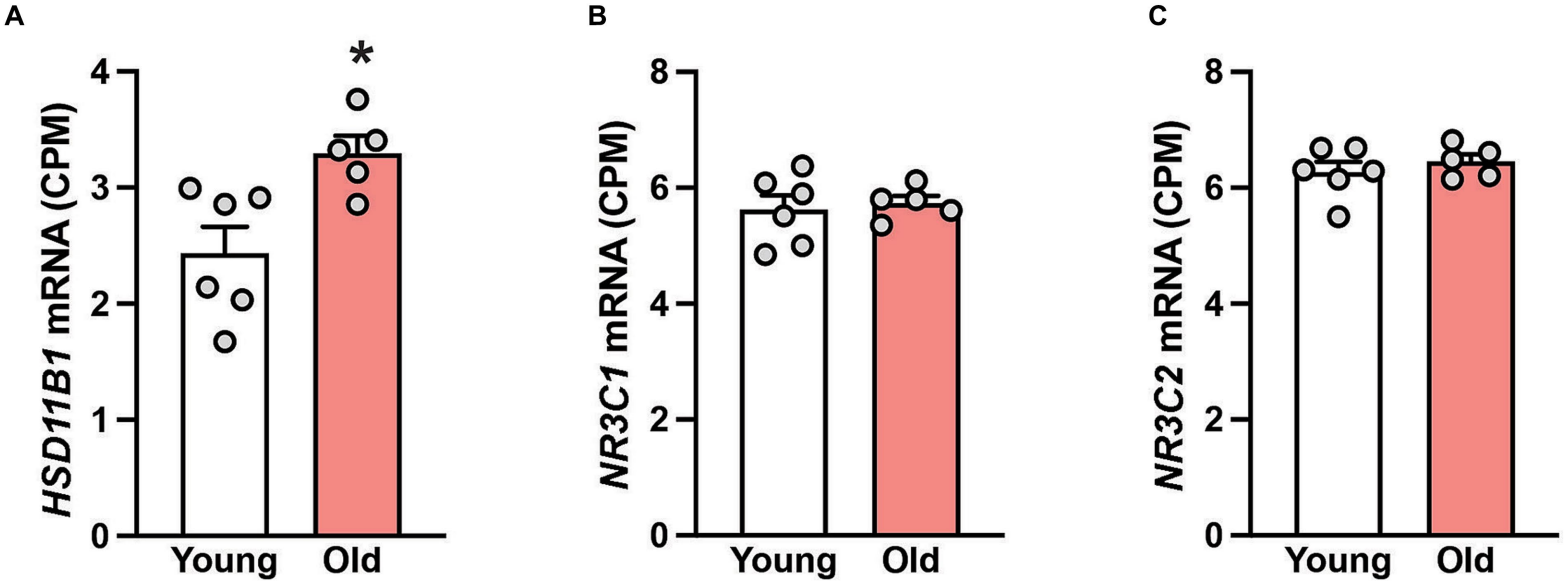
Gene expression in the hippocampus of 6 young and 5 old male rhesus macaques. Group means (+SEMs) are depicted for *HSD11B1* **(A)**, the glucocorticoid receptor *NR3C1* **(B)** and the mineralocorticoid receptor *NR3C2* **(C)**. ^*^p < 0.05 (Student’s *t*-test). The higher expression of *HSD11B1* in the old animals implies enhanced conversion of cortisone to cortisol. The consistent expression of *NR3C1* and *NR3C2* across age suggests that hippocampal neurons retain their sensitivity to cortisol even in old age.

To further understand *HSD11B1* dynamics in the hippocampus of aging animals, we used western blots to examine the age-related differences in HSD11B1 expression at the protein level. Because HSD11B1 protein is highly glycosylated in various tissues (Ozols, 1995; Tomlinson et al., 2004; Chapman et al., 2013; Gathercole et al., 2013), we validated our antibody in samples treated with de-glycosidases. While the expected molecular weight (MW) of HSD11B1 is 36 kDa, both kidney and hippocampal samples show several high molecular weight bands that either disappear or are reduced after de-glycosylation (Supplementary Figure S1). Next, we used the predominant high molecular weight bands to determine HSD11B1 protein levels in the hippocampus of young and old animals (Figure 2A). Hippocampal HSD11B1 protein levels were significantly (*p* < 0.05) elevated in old compared to young animals (Figure 2B; Supplementary Figure S2), and showed a significant (*p* < 0.05) positive correlation between mRNA and protein levels (Figure 2C). In summary, the results indicate that during normative aging there is not only increased overall circulating cortisol but also an imbalance in hippocampal cortisol clearance favoring increased tissue cortisol accumulation.

**Figure 2:**
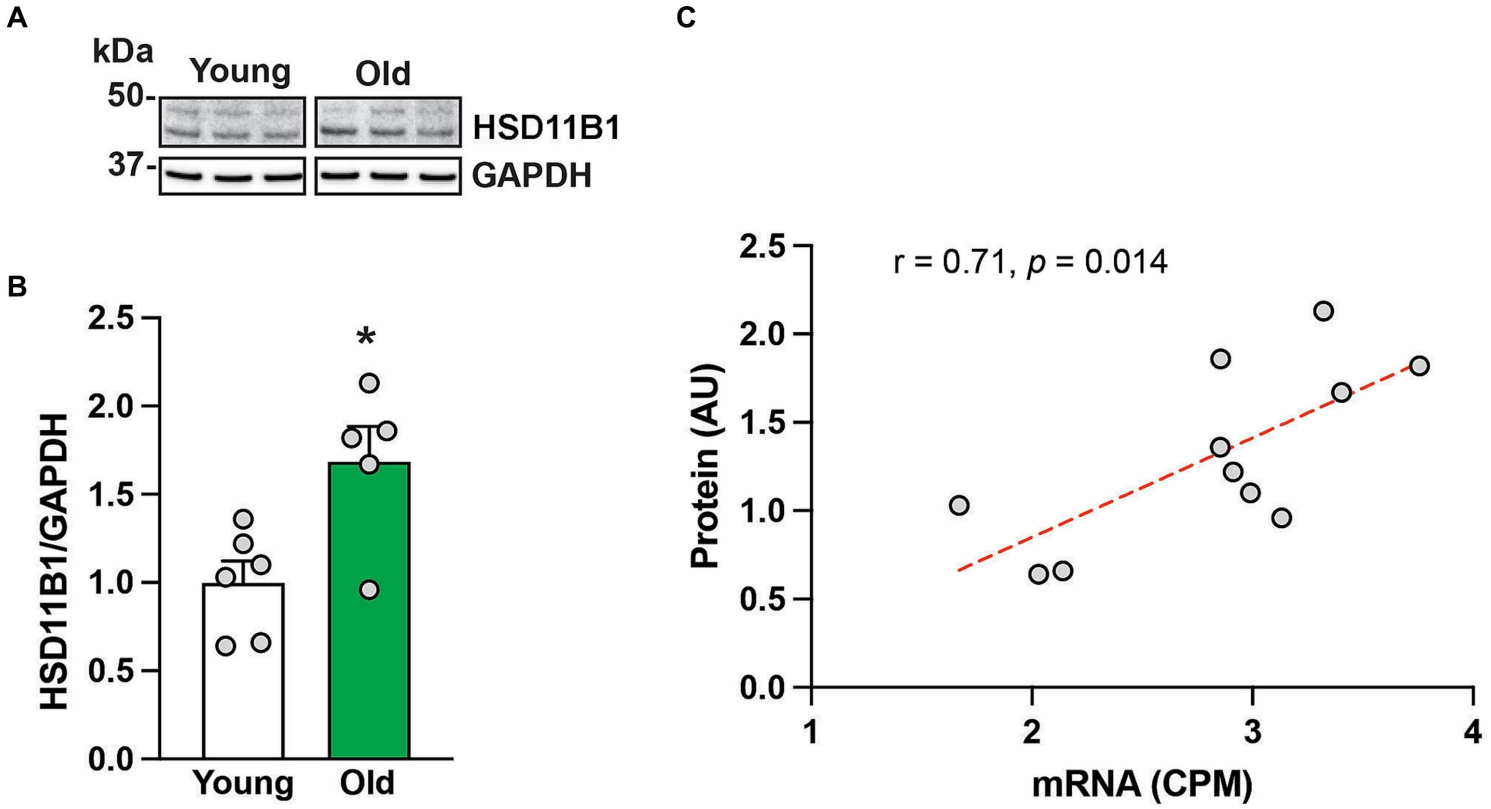
HSD11B protein expression in the hippocampus of 6 young and 5 old male rhesus macaques. Representative western blot images **(A)**, and group means (+SEMs) **(B)**. Correlation between *HSD11B1* gene and HSD11B1 protein expression from the same animals **(C)**. ^*^p < 0.05 (Student’s *t*-test). The results show that HSD11B1 protein levels are higher in older animals and highly correlated with *HSD11B1* mRNA levels, giving further support to the hypothesis that there is enhanced conversion of cortisone to cortisol within the aging hippocampus.

## 4 Discussion

Many hormones show a circadian pattern in the circulation, which helps to synchronize physiological functions and behaviors with the environment. In male rhesus macaques some of these hormones, including testosterone, dehydroepiandrosterone sulfate (DHEAS) and melatonin, show a significant age-related attenuation of their levels, which may represent a reduction in circadian co-ordination within the body and contribute to age-related disorders such as perturbed sleep–wake cycles (Downs et al., 2008; Urbanski and Sorwell, 2012; Aghazadeh-Sanai et al., 2017). To what extent this attenuation of circadian hormone levels is due to decreased secretion from endocrine organs and/or an increase in their degradation is unclear. However, it is also plausible that the age-related increase in body weight and blood volume that typically occurs in male, but not female, rhesus macaques also contributes to dilution of these hormones in the circulation. It is therefore surprising that cortisol, which also shows a robust circadian pattern in the circulation (Backlund et al., 2017), does not *decrease* with aging in males but instead *increases* significantly (Downs et al., 2008; Urbanski and Sorwell, 2012; Urbanski et al., 2014), and can become neurotoxic and impair memory (Lupien et al., 1998; Hibberd et al., 2000; McEwen, 2002; Herbert et al., 2006; Holmes et al., 2010; McEwen et al., 2015).

The cortisol data from the present study are in agreement with previous reports and emphasize a significant age-related increase in the nadir or baseline serum concentrations of cortisol (Downs et al., 2008; Urbanski and Sorwell, 2012). Because cortisol plays a key role in synchronizing peripheral circadian clocks, as well as influencing physiological functions, such as metabolism, immune response and behavior, chronic elevation of baseline cortisol levels could contribute to the etiology of a wide range of age-related pathologies.

Cortisol exerts its stimulatory actions through both glucocorticoid and mineralocorticoid receptors, and so it’s possible the cortisol-induced brain pathology stems not only from increased circulating cortisol levels but also from an increase in the number of the receptors. However, our RNA-seq results do not support this possibility. Neither the gene that encodes the lower affinity glucocorticoid receptor (*NR3C1*) nor the gene that encodes the higher affinity mineralocorticoid receptor (*NR3C2*) showed an age-related change in expression in the hippocampus. On the other hand, the RNA-seq results did show a significant age-related increase in *HSD11B1* expression, which was also corroborated at the protein level. This enzyme plays a key role in converting cortisone, an inactive glucocorticoid, to cortisol. Therefore, increased HSD11B1 levels during aging would contribute to enhanced availability of cortisol within the hippocampus and thereby potentiate its neurotoxic potential. Importantly, *HSD11B2*, which encodes an enzyme that predominantly converts cortisol to cortisone was undetectable in the hippocampus, emphasizing that HSD11B1 plays the primary role in enzymatically modulating the availability of cortisol in this cognitive brain area.

There is mounting evidence for a pathological role of glucocorticoids and HSD11B1 in obesity and metabolic syndrome. Specifically, obesity is associated with increased HSD11B1 activity in subcutaneous adipose tissue resulting in increased cortisone to cortisol conversion (Stomby et al., 2014). This enzymatic conversion of cortisone to cortisol may therefore serve as an intracellular amplifier of local glucocorticoid activity and play a key role in finely regulating glucocorticoid levels in a tissue specific manner (Staab and Maser, 2010). Such findings have prompted research aimed at inhibiting HSD11B1 as a possible pharmacological target for the prevention of adverse metabolic profiles associated with glucocorticoid excess, such as Cushing syndrome, metabolic syndrome and obesity (Pereira et al., 2012; Morgan et al., 2014). Results from the current study suggest that an age-related increase in HSD11B1 expression may fulfill a similar regulatory role within the brain, and that pharmacological targeting of this enzyme may have therapeutic potential in reducing local deleterious effects associated with excessive cortisol levels.

In summary, the results from the present study are the first ones to demonstrate an age-related increase in hippocampal expression of *HSD11B1* in a translational nonhuman primate species. Importantly, because of the many physiological, neuronal and endocrine similarities between rhesus macaques and humans (Messaoudi et al., 2011; Sorwell et al., 2012; Stonebarger et al., 2021), the results support the idea that an age-related increase in *HSD11B1* expression in the hippocampus, together with elevated circulating cortisol levels, predispose this vulnerable brain area to neurotoxicity, cognitive decline and ultimately to development of dementia in the elderly. The studies also lay a foundation for pharmacological interventions that target HSD11B1, as a possible therapeutic for these age-related disorders (Sandeep et al., 2004; MacLullich et al., 2012; Sooy et al., 2015).

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE249907.

## Ethics statement

The animal study was approved by ONPRC Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

AL: Methodology, Validation, Writing – original draft. SL: Methodology, Writing – review & editing. RC-J: Methodology, Writing – review & editing. M-LA: Writing – review & editing. SGK: Resources, Writing – review & editing. HFU: Conceptualization, Funding acquisition, Writing – original draft, Writing – review & editing.

# Supplementary material for: Age-related increase in the expression of 11β-hydroxysteroid dehydrogenase type 1 in the hippocampus of male rhesus macaques
**Source:** Front Aging Neurosci. 2024 Mar 15;16:1328543. doi: 10.3389/fnagi.2024.1328543
**Supplement:** Supplementary file 1

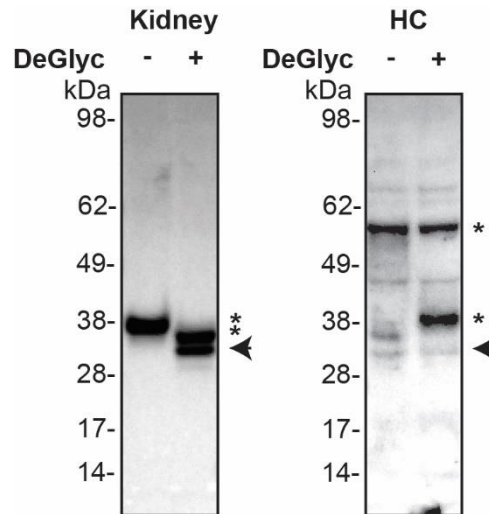

**Supplementary Fig.1** Western blot for HSD11B1 in kidney and HC samples to test whether the different molecular weights of HSD11B1 are due to glycosylation. De-glycosylation experiment was performed using the glycoprotein de-glycosylation kit from Millipore Sigma. Briefly, 200- $\mu$ g protein extracts were incubated with reaction buffer and 1  $\mu$ l each of N-glycosidase F,  $\alpha$ 2-3,6,8,9-neuraminidase, endo- $\alpha$ -N-acetylgalactosaminidase,  $\beta$ 1,4-galactosidase and 1  $\mu$ l  $\beta$ -N-acetylglucosaminidase and incubated for 3 h at 37°C, indicated with (+). Arrowheads indicate fully de-glycosylated form of HSD11B1 (Approx. 35 kDa); asterisks indicate glycosylated forms

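In a western blot proteins are separated by size, and sugar chains attached to a protein make it run as a larger band. The enzymes of the kit remove such chains: N-glycosidase F cuts off the chains linked to asparagine, and the other enzymes trim the sialic acid, galactose and N-acetylglucosamine residues and the short chains linked to serine or threonine. Bands that shrink or vanish after the incubation (lanes marked with a plus sign) therefore carried sugar chains in the untreated extract. Kidney extract is run beside the hippocampal extract. Protein values were not analysed here.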

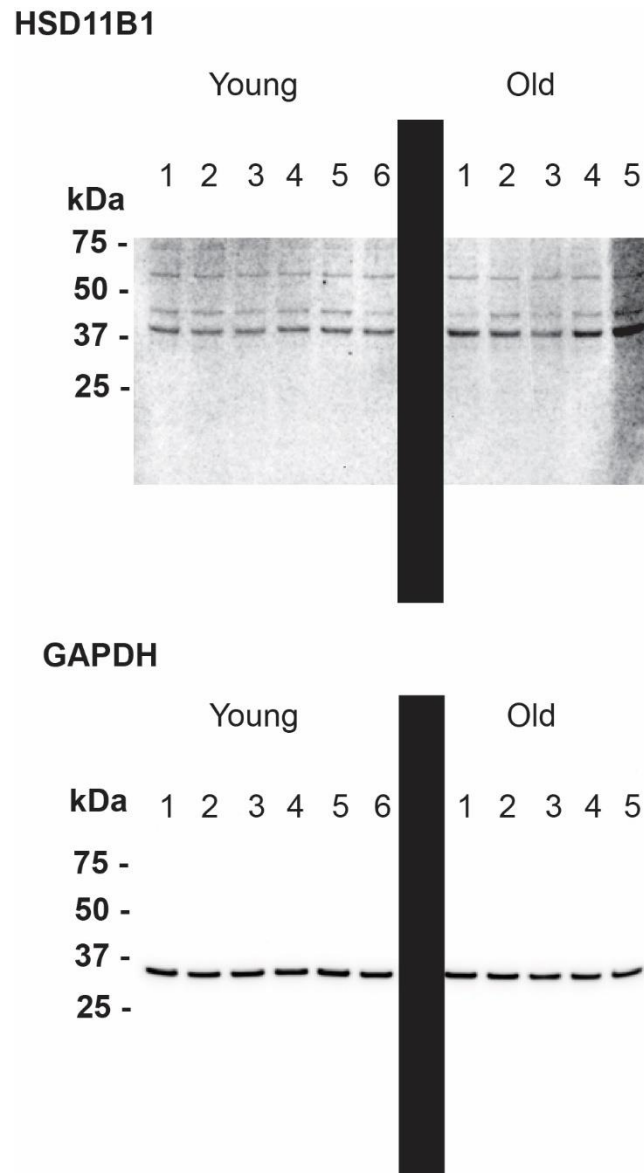

**Supplementary Fig.2** Western blot for HSD11B1 and GAPDH (a housekeeping protein) in all of the hippocampal samples from young and old animals

How the deposited data were processed for this re-analysis (not part of the article)

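Gene expression was measured by RNA-seq in the mid-body hippocampus of 28 male rhesus macaques, with 1 library per animal. The authors aligned the reads with STAR to Mmul_10, counted them per gene with the Ensembl annotation of that build, and used edgeR 3.28.0 for normalization, as their methods describe. They deposited a table of normalized gene counts for 16350 genes, which is a signal proportional to the count, together with the means the authors computed over 4 groups of animals. No raw counts were used. In the deposited signal, 100% of the values of each animal were whole reads multiplied by 1 factor, and the factor was determined from the values. The library totals on the listed genes ranged from 31985094 to 168575533 reads. Every animal's deposited values sum to 75123723, while their 75th percentiles differ by up to 1.39-fold, so dividing a deposited value by this total gives CPM. No column of values of single animals was left out.

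Groups followed the age given for each animal: 10 young animals within the paper's range of 8–15 years, 11 old animals within its range of 23–28 years, and 7 animals between these ranges, which enter no comparison of the paper. The animals of Figure 1 were identified by detecting the plotted points on the picture by code and comparing their heights with all choices of 6 or 5 animals. A reading of the same points by eye preceded it, after the deposited values had been seen, and found the same animals.

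Single genes were compared on log2(deposited value + 0.5) by exact permutation tests or by permutation tests with 100000 resamples (seed 20240315), all two-sided, with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. All genes with a mean of at least 0.3 CPM over the compared animals were tested with limma 3.58.1 (trended variance, R 4.3.3) with Benjamini-Hochberg adjustment. The main test is limma because the table holds normalized values. Counts tests on the recovered reads were run as alternatives with edgeR 4.0.16 (the exact test with tagwise dispersion named in the paper, and the quasi-likelihood test) and DESeq2 1.42.0. The genome-wide tests were checked on simulated reads with 200 changed genes among 16312. limma recovered 200 of them with 6 unchanged genes called, and the exact test recovered 200 with 19 unchanged genes called. The simulated changes were large, lay only in genes above 1 CPM, and all genes had the same dispersion. The check therefore shows only that the tests find large changes. It measures neither the power for smaller changes nor the false calls in the real libraries. A list of 30 genes that respond to glucocorticoids, of which 28 have values, was tested with limma's camera. Marker scores for 8 tissue components are means of standardized log2 values of listed marker genes. For blood only 1 of 6 genes has values, which is under the 80% required, and that score was not relied on.

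Apart from the exceptions below, the genes named in the text were set by a rule written before the data were examined: the genes the paper names, GAPDH, H6PD, FKBP5 and TSC22D3, and among genes with a symbol the 5 with the smallest limma p-value in each direction. MYH1, C1H1orf74 and the single astrocyte markers GFAP, FGFR3, SOX9, ALDH1L1 and S100B fall outside it and were chosen after the data were seen. Alternatives were listed before the data were examined for the 10 young and 11 old animals (the 4 single genes, the counts of genes, the glucocorticoid list, the marker scores and the choices of 6 and 5 animals) and for the relations with age. As they applied to each result, they were pseudocounts of 0.1 and 1, scaling by the median of ratios or to equal totals, filters on low values, an old group that includes the animal of 22.81 years, other tests, and leaving out animals. GAPDH, FKBP5 and TSC22D3, for which none was listed, were run under the alternatives of the 4 genes. Nor was any listed for the comparisons with the 7 animals between the age ranges, which were tried under 2 other scalings, or for the 10 genes with the smallest p-values, which were tried in the animals of Figure 1 and with upper quartile scaling. Chosen after seeing the data were the rescaling to equal upper quartiles, all comparisons restricted to the animals of Figure 1 or mixing them with the others, the group of 8 animals of the authors' OC mean, TMM normalization, DESeq2 for single genes, and, for single genes, limma with all 28 animals or with sample quality weights, which had been set beforehand for the counts of genes only. Chance groupings of the same animals, 100 for each comparison with the real one included, were tested with limma and with edgeR's exact test. HSD11B2 and the protein and cortisol measurements were not analysed here. Coordinates are those of the RefSeq annotation of Mmul_10.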

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

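All tests of explanations in this part were chosen after the results had been seen.

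Data the paper did not analyse: the 7 animals whose ages lie between the cohorts. HSD11B1 expression in these animals of 17.36 to 22.81 years ran from 1.91 CPM (animal 14, 19.96 years) to 18.4 CPM (animal 29, 17.36 years), a 9.63-fold range that extends beyond the lowest and the highest of all 21 young and old animals. The other 5 had 12.7 CPM (animal 15), 14.3 CPM (animal 44), 6.51 CPM (animal 21), 5.11 CPM (animal 24) and 8.3997 CPM (animal 27). The low end of the range rests on animal 14 alone, since the 5.11 CPM of animal 24 was above the lowest young animal (3.16 CPM). The spread was not tested without animal 14. The mean absolute deviation from the group's median was 0.81 on the log2 scale against 0.36 in the young and old animals (exact permutation test, p = 0.0209). After rescaling to equal upper quartiles this p-value was 0.0161, so the wider spread did not depend on the deposited scaling. The number of reads gave no answer with 7 animals (r = 0.254, exact permutation p = 0.584). Tissue composition is a candidate explanation: among these animals HSD11B1 fell as a score of 10 astrocyte marker genes rose (r = −0.927, exact permutation p = 0.00417, 0.0333 after Benjamini-Hochberg adjustment over 8 relations). Spearman's rho was −0.75 (exact permutation p = 0.0663). HSD11B1 also rose with an oligodendrocyte score (r = 0.832, exact permutation p = 0.0171, 0.0683 after adjustment, rho = 0.786, exact permutation p = 0.0480) and fell with a meningeal fibroblast score (r = −0.783, exact permutation p = 0.0417, 0.111 after adjustment, rho = −0.429, exact permutation p = 0.354), so other cell types cannot be excluded. Under the other scalings no relation passed adjustment: the astrocyte score gave r = −0.815 with upper quartiles (exact permutation p = 0.0246, 0.0984 after adjustment) and −0.812 with the median of ratios (exact permutation p = 0.0272, 0.109 after adjustment), and the oligodendrocyte score was the stronger (r = 0.848 and 0.850, exact permutation p = 0.0129 and 0.0123, both 0.0984 after adjustment). For each of these relations, with the 2 animals farthest out removed too few remain for a correlation. The spread therefore cannot be told apart from differences in the tissue taken. The 7 animals come from 3 of the authors' groups, but membership in these does not account for the spread, since animals 14, 15 and 44 of the OC group alone ran from 1.91 to 14.3 CPM. The 7 animals did not differ in mean from the young (log2 difference 0.32, standard error 0.45, exact permutation p = 0.429) or from the old (0.26, standard error 0.44, exact permutation p = 0.524).

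Data the paper did not analyse: MYH4, whose adjusted p-value in limma (0.0420) was the only one under 0.05 among 16312 genes in the comparison of 10 young with 11 old animals. MYH4 encodes a myosin heavy chain of fast skeletal muscle fibres and was scarce here, at 0.859 ± 0.191 CPM (SD, n = 10) in the young and 0.296 ± 0.128 CPM (SD, n = 11) in the old. All 11 old animals were below every young animal. No other of the 16312 genes separated the groups completely in either direction, and chance gives 0.0925 such genes, from 2 of 352716 splits per gene. In the 7 animals between the age ranges, which ranged from 0.0141 to 0.740 CPM, 4 were below every young animal. In 3 of 100 splits of the 21 animals, the real one included, at least 1 gene had an adjusted p-value under 0.05 in limma. When each of the 21 animals was left out in turn, most of the limma fits had no gene with an adjusted p-value under 0.05. After rescaling to equal upper quartiles 101% of the difference was left, although no gene then passed the adjusted threshold. MYH1, another member of the family, changed in the same direction, by −0.54 on the log2 scale against −1.61 for MYH4. The size of that change does not measure how many reads the genes share, so shared reads cannot be excluded, and other members of the family were not tested. Skeletal muscle RNA in the samples could not be tested, because only 7 of 12 listed muscle markers (58.3%) have values. With those 7 in the model 100.4% of the difference was left. MYH4 in the old hippocampus is therefore a candidate for a closer look, not separable from reads of related genes or from traces of other tissue.

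A sample far from the others: GAPDH in young animal 8. Its 4612 CPM stood above the 3242 CPM of the next young animal, and the gap was 0.469 of the range of the 10 young animals, just above Dixon's critical value for 10 samples. This was 1 sample among 32 groups of at most 10 animals examined, where chance gives 1.6. The 11 old animals are too many for this rule, and among them animal 28 stood farther out: its GAPDH was 6072 CPM against 3655 CPM in the next old animal, a gap of 0.565 of their range. After rescaling to equal upper quartiles the gap of young animal 8 was 0.531 of the range, and the number of reads in the library of animal 8 ranked 5 of 10 from the fewest, so neither the scaling nor the depth set young animal 8 apart. GAPDH reads could also be shared with pseudogenes, which was not tested, and no biological explanation was tested.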

How the results depend on the processing

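HSD11B1 was higher in the old animals under all 43 alternatives to the comparison of 10 young with 11 old animals, and 38 of them kept an unadjusted p-value under 0.05. Over the alternatives other than leaving out an animal, the log2 difference ranged from 0.47 to 0.86. The 5 alternatives that weakened it were added for this gene after seeing the data: the 8 animals of the authors' OC mean as the old group (0.47, exact permutation p = 0.199, limma p = 0.154, and 0.52 with p = 0.0808 in edgeR's exact test), the 6 old animals outside Figure 1 as the old group (0.52, exact permutation p = 0.0707), and limma with all 28 animals in the fit (0.58, p = 0.0503), where the spread of the animals between the age ranges raises the standard error from 0.21 to 0.28. The fit with all 28 animals had been set beforehand for the counts of genes. After adjustment over the 4 genes the result was less stable: the adjusted p-value of 0.0401 stayed under 0.05 in 10 of the 21 fits that each left out one animal (0.0137 to 0.0897) and in 6 of 13 other permutation tests (0.0220 to 0.397). Among the latter it was 0.0544 with the median of ratios, 0.0646 with upper quartile scaling and 0.0776 with a rank-sum statistic, and the number of old animals above every young animal fell from 7 to 3 under both scalings. In the animals of Figure 1 no adjusted p-value was under 0.05. Leaving out each animal gave 0.47 to 0.65 in the 10 and 11 animals and 0.71 to 0.98 in the animals of Figure 1, with p under 0.05 in all 21 and all 11 fits. In the animals of Figure 1 the 6 other alternatives ranged from 0.78 to 0.86. Rescaling to equal column totals cannot move any result, since the totals are already equal, and pseudocounts of 0.1 and 1 are small against values of this size.

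NR3C1 and NR3C2 had no p-value under 0.05 in any comparison of old with young animals. Their differences changed sign and size with the choice of animals. The largest positive ones, apart from leaving out an animal, were, for NR3C1, 0.199 with sample quality weights and 0.147 with the 5 old animals of Figure 1 against all young, and for NR3C2, 0.360 with the OC animals and 0.331 with the 5 old animals of Figure 1 against all young. For NR3C1 the log2 difference was −0.0125 with the 6 young animals of Figure 1 and all old animals, −0.0892 with the old animals outside Figure 1 and −0.00617 after rescaling to equal upper quartiles. Leaving out each animal gave −0.0939 to 0.159, and −0.0380 to 0.267 in the animals of Figure 1. For NR3C2 it was −0.124 with the 6 young animals of Figure 1, −0.235 with the old animals outside Figure 1, −0.00191 after rescaling to equal upper quartiles, −0.01788 in edgeR's quasi-likelihood test with upper quartile scaling, −0.01787 in its exact test, −1.24e-06 with TMM and −0.00852 in DESeq2. The ratio of mean NR3C2 values was 0.991. Leaving out each animal gave −0.122 to 0.147. H6PD was −0.0631 in the animals of Figure 1 and −0.0238 with the 6 young animals of Figure 1, −0.00747 with the OC animals in edgeR's exact test, and −0.00829 to 0.115 with each animal left out. With the old group limited to the 5 animals of Figure 1, GAPDH was −0.00832 and TSC22D3 −0.0524. GAPDH was −0.0394 with sample quality weights, and TSC22D3 −0.0353 with the OC animals in edgeR's exact test. With each animal left out, GAPDH ranged from −0.0265 to 0.161 and TSC22D3 from −0.00704 to 0.0709. For these reversals the cause was not tested.

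The count of genes with an adjusted p-value under 0.05 was 1 in limma and never rose above 13. It was 0 with 0.3 CPM required in every animal or a mean of 1 CPM, with median of ratios or upper quartile scaling, with the animal of 22.81 years, with all 28 animals in the fit, in edgeR's quasi-likelihood test with either scaling, and in limma on the animals of Figure 1 or of the OC mean. The corresponding counts at an unadjusted p under 0.05 were 516, 514, 698, 701, 530, 679, 892, 913, 321 and 399. It was 10 in edgeR's exact test and 13 in DESeq2. In the animals of Figure 1 it was 3 in the exact test and 4 in DESeq2, and with the OC animals 4 in the exact test. Leaving out each animal gave 0 to 2, and 0 in most of these fits. Both filters remove MYH4, whose mean is under 1 CPM, and the cause of the other changes was not tested. The unadjusted count of 632 moved beyond 1.5-fold with sample quality weights (1150), in DESeq2 (1102), in limma on the animals of Figure 1 (321) and with the OC animals (399). Leaving out each animal gave 492 to 766. The other alternatives stayed within 1.5-fold.

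The relation of HSD11B1 with age over 28 animals (r = 0.272, p = 0.163) reversed within the young animals: r was −0.819, rho −0.590, and r −0.818 with upper quartile scaling, −0.828 with the median of ratios and −0.694 without the 2 animals farthest from the median age. For NR3C1 (r = 0.0838) it reversed to −0.0308 without the 2 animals farthest from the median age and to −0.259 in animals of 17 years or more. Within the young it was 0.665, rho 0.736, and 0.661 and 0.638 with upper quartile and median of ratios scaling, p-values that lie under 0.05 before adjustment over 3 genes. For NR3C2 it was −0.0966 in animals of 17 years or more and 0.704 in the young without the 2 farthest. The cause was not tested. The share of subsets of 6 young and 5 old animals with an HSD11B1 p-value under 0.05 moved from 32.5% to 40.35% on the linear scale and to 40.41% with the animal of 22.81 years. The glucocorticoid list and the differences adjusted for marker scores stayed on their side of the threshold in all alternatives run (8 and 3). Of the genes named for their small p-values, AKR1B10 was weaker in the animals of Figure 1, and FKBP5 lost its p-value under 0.05 in 19 of 43 alternatives.

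No paired analysis was possible because the animal numbers are unique to each animal and the groups share none. The depth limits genes with few reads: 3 reads are 0.0178 to 0.0938 CPM, well below the 3.16 CPM of the lowest HSD11B1 value among the young and old animals.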

Differences from the paper's values

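The means plotted in Figure 1 on an axis labelled CPM differ from the means in CPM computed from the deposited values of the same animals. For HSD11B1 the paper's means are about 2.4 in the young and about 3.3 in the old animals in Figure 1A, read by eye, and the values here were 5.71 and 10.0 CPM. For NR3C1 the paper's means are about 5.6 and about 5.7 in Figure 1B, read by eye, and the values here were 52.8 and 54.1 CPM. For NR3C2 the paper's means are about 6.2 and about 6.4 in Figure 1C, read by eye, and the values here were 79.9 and 89.02 CPM. Of the alternatives set before the data were examined, neither scaling by the median of ratios (5.79 and 10.04 CPM for HSD11B1) nor scaling to equal totals (5.71 and 10.0 CPM) brought the values within the paper's. The mean of log2 CPM did, at 2.43 and 3.29 for HSD11B1, 5.62 and 5.74 for NR3C1, and 6.27 and 6.45 for NR3C2, a setting that was chosen after seeing the values. The animals were found by matching the plotted points with log2 CPM, so the match of these means follows from that choice. The evidence that the axis shows log2 CPM is the fit of the single points. All 18 young points lay within 0.0131 and all 15 old points within 0.00746 of 1 choice of animals.

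The paper's methods describe upper quartile normalization, while the deposited values of every animal have equal totals and 75th percentiles from 3045 to 4242. The paper's groups hold 6 young and 5 old animals, and the table holds 10 and 11 animals in the same age ranges.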

Other observations

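Explanations for the higher HSD11B1 expression in old animals. The tests on tissue composition, scaling by the median of ratios and library depth were chosen before the data were examined, and those on scaling to equal upper quartiles, GC content, transcript length, an overlapping gene and the choice of animals afterwards. A difference in the tissue taken at dissection was tested by adding a marker score to the comparison of the 10 young with the 11 old animals. The share of the log2 difference of 0.58 that was left was 105.8% with a choroid plexus score, 104.1% with meningeal fibroblasts, 99.7% with neurons, 134.3% with astrocytes, 95.9% with oligodendrocytes, 99.2% with microglia and 99.2% with endothelium. These models fit 1 slope common to both groups. With oligodendrocytes, the lowest of the 7, the difference was 0.56 (standard error 0.22, permutation p = 0.0191), and with all scores together 0.84 (standard error 0.23, permutation p = 0.00392). A blood score (109.3% left) rests on 1 of 6 genes, so the difference cannot be told apart from blood left in the tissue. Scaling by the median of ratios left 99.1% and to equal upper quartiles 95.8%, and the library total as a covariate left 95.9%. Subtracting the median change of the 500 genes nearest in GC content left 109.7%, and of those nearest in transcript length 103.9%. In the animals of Figure 1 these shares were 91.9% and 104.1% of the difference of 0.86. GC content and length were known for 81.6% of the tested genes. C1H1orf74, which spans HSD11B1 on the opposite strand, changed by −0.16 on the log2 scale, against the direction of HSD11B1. The 6 old animals outside Figure 1 belong to other groups of the authors and may have been treated differently, which the values do not settle: on their own against the 10 young animals they gave 0.52 (exact permutation p = 0.0707).

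How far the result depends on which animals are compared. Among all 97020 choices of 6 of the 10 young and 5 of the 11 old animals, 99.9% gave a higher mean HSD11B1 in the old animals, and 31507 (32.5%) an exact permutation p-value under 0.05. The animals of Figure 1 gave a log2 difference of 0.86, and 7.40% of the choices gave as large a difference. The median over the choices was 0.58. The share with as large a difference was 15.9% on the deposited linear scale and 12.9% with the animal of 22.81 years in the old group. The 5 old animals of Figure 1 are all of the animals of 23–28 years in the authors' OC mean. Membership in that group could therefore have set the old animals. These shares show how the difference varies with the animals, and not how the paper's animals were chosen. The 4 young animals outside Figure 1 had 7.85 ± 0.866 CPM (SD) against 5.71 ± 2.07 CPM (SD) in the 6 animals of Figure 1.

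How many genes differ between the groups by chance. Regrouping the 21 animals 100 times, the real grouping included, gave at least as many genes with an unadjusted p-value under 0.05 as the real 632 in 30 groupings, and at least as many with an adjusted p-value under 0.05 as the real 1 in 3. For the 6 and 5 animals of Figure 1, 64 of 100 groupings gave at least the real 321 unadjusted genes, and all 100 gave at least the real 0 adjusted genes, as any grouping must. These counts are from limma. With edgeR's exact test, 26 of the same 100 groupings of the 21 animals gave at least the real 875 unadjusted genes and 23 at least the real 10 adjusted genes. For the animals of Figure 1, 61 gave at least the real 476 and 66 at least the real 3. Apart from the adjusted count in limma over the 21 animals, these tests were chosen after the counts had been seen. In both tests the number of genes past the unadjusted threshold was within what random groups of the same animals give. Beside the 816 and 810 genes that this threshold nominally passes by chance, limma's counts and the exact test's 476 were lower, and the exact test's 875 was higher. The medians over the groupings of the 21 animals were 345.5 in limma and 526.5 in the exact test. For the animals of Figure 1 they were 417.5 and 548. In limma HSD11B1 ranked 114 of 16312 genes by p-value (unadjusted p = 0.0104, adjusted p = 0.999, between 0.596 and 1.00 over all alternatives). Between the same animals it ranked lower in the tests on recovered reads: 525 in edgeR's exact test (unadjusted p = 0.0277), 380 and 333 in the quasi-likelihood test with upper quartile and TMM scaling, and 359 in DESeq2. The evidence for it rests on its having been chosen beforehand.

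Whether genes that respond to glucocorticoids were higher in the old hippocampus. This was a hypothesis with its list of 30 genes set before the data were examined. Of the 28 genes with values 15 were higher in the old animals. The shift was upward with a two-sided p of 0.525 in limma's camera, so the prediction of a general rise was not met. The p-value ranged from 0.238 to 0.557 over 8 alternatives. In 43 of 100 groupings of the animals the p-value was as small, whichever the direction, and in 15 of 100 for the animals of Figure 1 (camera p = 0.291, 19 of 28 genes higher). From this list FKBP5 was higher in the old animals by 0.53 on the log2 scale (standard error 0.24, permutation p = 0.0419, above every young animal in 2 of 11), but not past 0.05 in the animals of Figure 1 (0.59, exact permutation p = 0.139). After Benjamini-Hochberg adjustment over the 28 genes its p-value in limma was 0.849, the smallest of the list. TSC22D3 changed by 0.04 (permutation p = 0.712). H6PD, whose product supplies the cofactor that lets HSD11B1 make cortisol, changed by 0.07 (standard error 0.13, permutation p = 0.586).

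HSD11B1 and age. Over all 28 animals no relation of HSD11B1 with age was detected (r = 0.272, permutation p = 0.163, 0.489 adjusted over 3 genes, rho = 0.328, permutation p = 0.0887, r = 0.289 without the 2 animals farthest from the median age). Within the 10 young animals it fell with age, from 8.06 to 14.72 years (r = −0.819, permutation p = 0.00428, 0.0128 adjusted over 3 genes), opposite to the difference between the groups. Spearman's rho was −0.590 (permutation p = 0.0773), and without the 2 animals farthest from the median age r was −0.694 (exact permutation p = 0.0626), so the relation rests in part on those animals. The slopes were −0.20 per year on the log2 scale in the young and 0.03 in animals of 17 years or more. Their difference of 0.22 (standard error 0.12) had a permutation p of 0.0743, and of 0.0471 and 0.0414 with upper quartile and median of ratios scaling. Tests chosen after this result was seen gave the following. Rescaling to equal upper quartiles left r at −0.818. With the library total held fixed the partial r was −0.737 (permutation p = 0.0269). With the astrocyte score held fixed it was −0.550 (permutation p = 0.126), so with 10 animals a fall with age cannot be told apart from a rise of the astrocyte markers with age (r = 0.739).

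HSD11B1 and astrocyte markers. This relation was noticed in the data and all of its tests were chosen after it was seen, so it is a hypothesis. Within the age groups, HSD11B1 fell as the score of 10 astrocyte markers rose (r = −0.691 over the 28 animals with group means removed, permutation p = 0.00041, 0.00287 adjusted over 7 scores). Without the 2 animals farthest out r was −0.747 (permutation p = 6e-05). Of 16331 genes, 15 had an r with the score as low as that of HSD11B1. The relation was seen in the young (r = −0.820, rho = −0.758, permutation p = 0.00281 and 0.0150) and in the animals between the age ranges. In the old it was not detected (r = −0.0583, rho = −0.109, permutation p = 0.862 and 0.754). With upper quartile and median of ratios scaling r in the old was −0.217 and −0.353 (permutation p = 0.516 and 0.285). Old animal 28 had both the lowest score (−0.608) and the lowest HSD11B1 (5.75 CPM) of the old animals, against the relation. The r without animal 28 was not computed, so a relation in the other old animals is not excluded. Whether the groups differ in the relation was not tested. Of the 10 markers, 3 had a permutation p under 0.05: GFAP (r = −0.691), FGFR3 (r = −0.608) and SOX9 (r = −0.603). The other 7 ran from r = −0.366 for ALDH1L1 to 0.112 for S100B, with permutation p-values of at least 0.0804. HSD11B1 also rose with the oligodendrocyte score (r = 0.5679, permutation p = 0.0190, 0.0667 adjusted, and r = 0.436 with p = 0.0616 in a permutation test without the 2 animals farthest out) and fell with the meningeal fibroblast score (r = −0.404, permutation p = 0.0402, 0.0939 adjusted, and r = −0.0786 without those farthest out). With upper quartile scaling the r of the astrocyte score was −0.629 (permutation p = 0.00123), and then −0.399 (permutation p = 0.0537) without the 2 animals farthest out, so under that scaling it rests on those animals. With the median of ratios it was −0.687 (permutation p = 0.00036), and −0.479 (permutation p = 0.0214) without those farthest out. There the oligodendrocyte score (r = 0.592) and the meningeal fibroblast score (r = −0.443) passed adjustment, both at 0.0451 (permutation test). Without the 2 animals farthest out their r was 0.278 and −0.123 (permutation p = 0.238 and 0.487). A candidate explanation is that samples with more astrocyte RNA or stronger GFAP expression hold less of the cells that express HSD11B1. Another is that glucocorticoids or gliosis act on both genes. These were not separated by any test here. The astrocyte score was higher in the old than in the young animals by 0.34. Holding it fixed with 1 common slope gave an HSD11B1 difference between the groups of 0.78 (standard error 0.20, permutation p = 0.00083). Whether the old animals share that slope is not settled, so the larger difference is not evidence of a stronger effect.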
